# A novel point mutation in RpoB improves osmotolerance and succinic acid production in *Escherichia coli*

**DOI:** 10.1186/s12896-017-0337-6

**Published:** 2017-02-13

**Authors:** Mengyong Xiao, Xinna Zhu, Hongtao Xu, Jinlei Tang, Ru Liu, Changhao Bi, Feiyu Fan, Xueli Zhang

**Keywords:** Osmotolerance, RpoB, Succinic acid, Sugar transporter, RNA-seq

## Abstract

**Background:**

*Escherichia coli* suffer from osmotic stress during succinic acid (SA) production, which reduces the performance of this microbial factory.

**Results:**

Here, we report that a point mutation leading to a single amino acid change (D654Y) within the β-subunit of DNA-dependent RNA polymerase (RpoB) significantly improved the osmotolerance of *E. coli*. Importation of the D654Y mutation of RpoB into the parental strain, Suc-T110, increased cell growth and SA production by more than 40% compared to that of the control under high glucose osmolality. The transcriptome profile, determined by RNA-sequencing, showed two distinct stress responses elicited by the mutated RpoB that counterbalanced the osmotic stress. Under non-stressed conditions, genes involved in the synthesis and transport of compatible solutes such as glycine-betaine, glutamate or proline were upregulated even without osmotic stimulation, suggesting a “pre-defense” mechanism maybe formed in the *rpoB* mutant. Under osmotic stressed conditions, genes encoding diverse sugar transporters, which should be down-regulated in the presence of high osmotic pressure, were derepressed in the *rpoB* mutant. Additional genetic experiments showed that enhancing the expression of the *mal* regulon, especially for genes that encode the glycoporin LamB and maltose transporter, contributed to the osmotolerance phenotype.

**Conclusions:**

The D654Y single amino acid substitution in RpoB rendered *E. coli* cells resistant to osmotic stress, probably due to improved cell growth and viability via enhanced sugar uptake under stressed conditions, and activated a potential “pre-defense” mechanism under non-stressed conditions. The findings of this work will be useful for bacterial host improvement to enhance its resistance to osmotic stress and facilitate bio-based organic acids production.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12896-017-0337-6) contains supplementary material, which is available to authorized users.

## Background

*Escherichia coli* has been extensively developed for bio-based production of a wide variety of organic acids, including succinic acid (SA) [1, 2]. Although high yields of SA have been successfully achieved using *E. coli* as hosts on both laboratory and commercial scales [2–4], cells suffering from osmotic stress during fermentation remains a major barrier for hyper SA production. One of the main causes of osmotic stress is a high initial sugar concentration in the medium, which is beneficial for simplifying the carbon source feeding process. However, induced osmotic pressure also negatively impacts robustness and propagating fecundity of the bacterial cells. Alkali is usually added during SA fermentation to maintain the medium at a neutral pH [4, 5]. SA accumulates as the dissociated form, disodium succinate, which further aggravate the osmotic stress.

The molecular mechanisms underlying the inhibitory effect due to osmotic stress can be summarized in two aspects. First, since sugar molecules cannot freely travel across semi-permeable cell membranes by diffusion, the high concentrations of such external solvents lead to a strong tendency of cytoplasmic water efflux. This dehydration results in shrinkage of the cell volume and malfunction of cell membranes and embedded proteins, leading to osmotic stress [6]. To counterbalance the deleterious effect of osmotic stress, compatible solutes (also called osmoprotectants), such as potassium ions [7], glycine-betaine [8], trehalose [9], glutamate [10], and proline [11] can spontaneously accumulate in cells via *de novo* synthesis or transport from the medium. Compatible solutes are usually impermeable to the cell membrane, less toxic at high internal concentrations, and not easily catabolized [6, 8], which greatly facilitates water remaining within the cytoplasm. In terms of SA production, it was reported that medium supplemented with glycine-betaine or proline improved cell osmotolerance and succinate production in *E. coli* [12] and *Actinobacillus succinogenes* [13]. However, it is worth noting that the osmoprotective effects of these compatible solutes are conditional. For example, it was reported that internal glycine-betaine lost its protective effect in the presence of NaCl concentrations greater than 1 M [14]. Second, inhibition of nutrition uptake might account for the attenuation of cell growth upon external osmolality. Previous studies using an isotopic labeling experiment demonstrated that in the presence of increased osmolality, the activity of nearly all known sugar transport systems in *E. coli* were inhibited, including the glucose phosphotransferase system (PTS), the binding protein mediated maltose transport system, lactose-proton symport system, and melibiose-sodium co-transport system [15]. Sugar transportation defects leading to energy insufficiency could be partially explained by inhibition of DNA replication [16], protein synthesis and respiration [14] under an osmotic stress. It is noteworthy that such inhibitory effects on growth did not lead to cell death because cell growth and metabolic activity were still maintained at a low level [15]. In addition to attenuation of sugar transport, transcriptional repression of genes encoding sugar transporters might also lead to inhibition of sugar uptake. It was experimentally shown that the transcripts abundance of galactitol and maltose transporter genes were drastically downregulated upon NaCl-induced osmotic stress [17], although transcriptional information for other sugar transporters has not been reported.

Our laboratory previously generated an *E. coli* strain, Suc-T110, for SA production that is highly susceptible to osmotic stress. After maintaining Suc-T110 for more than 1400 generations in a medium containing a high sugar concentration (12% w/v glucose), an osmotolerant strain, HX024, was obtained. Genome re-sequencing of HX024 showed that only seven genes had non-synonymous point mutations, including *rpoB* and *agaR*, which encode transcriptional regulators [4]. In this work, we aimed to discover how these two mutations lead to phenotypic changes in osmotolerance.

## Methods

### Strain, medium and growth conditions

Suc-T110, a derivative strain of the *E. coli* Crooks strain (ATCC#8739), was used as the parental strain in this study. Genetically modified derivatives of Suc-T110 are listed in Table 1. During strain construction, cultures were grown aerobically in Luria broth (per liter: 10 g of Difco tryptone, 5 g of Difco yeast extract, and 10 g of NaCl). For homologous recombination via Red recombinase, which is expressed from a temperature-sensitive plasmid (pKD46) [18], *E. coli* cultures were grown at 30 °C to maintain the plasmid. All other cultures were usually grown at 37 °C. Ampicillin (100 mg L^-1^), kanamycin (50 mg L^-1^), and chloramphenicol (34 mg L^-1^) were added when necessary.

**Table 1:** Strains used in this study

Strains	Genotype	Source
Suc-T110	*E.coli* ATCC#8739, Δ*ldhA*, Δ*pflB*, Δ*ptsI*, Ppck*-*galP*, Ppck*-*pck*	[41]
HX024	Suc-T110, Δ*ackA*-*pta*, Ppck*-*aceBA*, Ppck*-*dcuC*, *ΔmgsA*,adaptively evolved for 1440 generations	[4]
RpoBD645Y	Suc-T110:: *rpoB* (D654Y)	In this study
AgaRR109W	Suc-T110:: *agaR* (R109W)	In this study
OV-*LamB*	Suc-T110, Ppck*- *malK*-*lamB*-*malM*	In this study
RpoBD645Y/∆*malEFG*	RpoBD645Y, ∆*malE*-*malF*-*malG*	In this study
RpoBD645Y/∆*malEFGKM* ∆*lamB*	RpoBD645Y, ∆*malE*-*malF*-*malG* ∆*malK*-*lamB*-*malM*	In this study

Ppck* stand for a mutant of the *E. coli* pck promoter which with a G-to-A mutation at position -64 relative to the ATG start codon

### Genetic methods

Gene knock-outs or overexpression mutants were constructed using a previously described two-step recombination method [18]. Red recombinase was used to facilitate chromosomal gene deletion and modulation [19]. All primers used to construction of mutants are listed in Additional file 1: Table S1. For importation of the mutated *rpoB* into Suc-T110, a *cat*-*sacB* cassette was amplified from plasmid pXZ-CS with the primer set *rpoB*-QC-cat-up/*rpoB*-QC-sacB-down, which was used to replace the native *rpoB* gene in the Suc-T110 chromosome via homologous recombination. Then the mutated *rpoB* gene was amplified from strain HX024 with primer set *rpoB*-up/*rpoB*-down, which was used to replace the *cat*-*sacB* cassette via a second recombination event. Since cells containing the *sacB* gene die when grown on sucrose due to the accumulation of levan, transformants containing the mutated *rpoB* gene were selected for resistance to sucrose [18]. The mutated *agaR* gene was cloned into Suc-T110 by a similar method, and a single deletion of the *malEFG* operon as well as a double deletion of the *malEFG* and *malK*-*lamB*-*malM* operons in Suc-T110 were generated using the the same method. For over-expression of *lamB* in Suc-T110, the promoter for the *malK*-*lamB*-*malM* operon was replaced with a constitutive strong promoter Ppck* using the two-step recombination method as mentioned above.

### Growth under normal or osmotic conditions

Fresh colonies were inoculated into 250-mL flasks containing 30 mL of modified NBS mineral salts medium [20] [per liter: 3.5 g of KH_2_PO_4_, 5.0 g of K_2_HPO_4_, 3.5 g of (NH_4_)_2_HPO_4_, 0.25 g of MgSO_4_ · 7 H_2_O, 15 mg CaCl_2_ · 2H_2_O, 0.5 mg of thiamine, 10.0 g of KHCO_3_ and 0.15 g of betaine HCl and 1 ml of trace metal stock]. The trace metal stock was prepared in 0.1 M HCl and contained the following (per liter):1.6 g of FeCl_3_, 0.2 g of CoCl_2_ · 6H_2_O, 0.1 g of CuCl_2_, 0.2 g of ZnCl_2_ · 4 H_2_O, 0.2 g of NaMoO_4_, 0.05 g of H_3_BO_3_. The medium contained 20 gL^-1^ glucose, and cultures were grown at 37 °C and 250 rpm for 12 h. Cultures were then transferred to 500-mL fermentation vessels, which contained 250 mL of NBS mineral salts medium supplemented with 50 gL^-1^ or 120 gL^-1^ glucose to represent the non-stressed or osmotic stressed conditions, respectively. Then, the cultures were incubated anaerobically for 96 h at 37 °C and 150 rpm. Cell mass was estimated by measuring the optical density at 550 nm (OD_550_) as described previously [9]. The succinate and glucose concentration in the medium were measured by high-performance liquid chromatography according to a previously reported protocol [21].

### RNA extraction

After 48 h of fermentation under normal (5% w/v glucose) or osmotic-stressed (12% w/v glucose) conditions, samples of Suc-T110 and RpoBD645Y were harvested for total RNA isolation. Extraction and additional on-column DNase I treatment was performed with the RNeasy mini kit (Qiagen) according to the manufacturer’s protocol. The purified RNA was assessed with an Agilent 2100 Bioanalyser (Agilent) and quantified using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies).

### RNA sequencing and data analysis

Four 90-nt paired-end RNA-seq libraries were generated at Beijing Genomics Institute (BGI, Shenzhen, China) with the HiSeq™ 2000 platform. Quality control of sequencing reads was performed with the NGS QC Toolkit (version 2.3.3) [22], and the obtained high-quality reads were aligned to the *E. coli* ATCC#8739 genome (GenBank CP000946.1) with Bowtie 2 (version 2.2.5) [23]. The aligned reads stored in SAM format file and the raw counts for reads mapping to unique gene were then tallied with HTSeq-count scripts (0.6.0) with the intersection-nonempty resolution mode [24]. Abundance for each transcript was calculated using the Reads Per Kilobase per Million (RPKM) measure as described previously [25]. Differential expression gene calling was performed with R package NOISeq (version 2.6.0) [26] with “probability of differential expression (q value)” ≥0.9 and |log2 Ratio| ≥ 1 as the final cut-off. MIPS FunCat online tools [27] were used to annotate genes with altered expression, and enriched categories (*P* value < 0.001) were marked out.

### Statistical significance tests

Unless otherwise noted, all experiments were performed in triplicate, and statistical tests for significance were determined via a one-way ANOVA using R (version 3.1.1).

## Results and Discussion

### A point mutation in *rpoB* confers resistance to osmotic stress

As stated above, the osmotolerant mutant HX024 had single, non-synonymous point mutations in both *rpoB* (DNA sequence change, G1960T; Protein sequence change, D654Y) and *agaR* (DNA sequence change, C325T; Protein sequence change, R109W). Given that the physiological functions of the two encoded proteins are both associated with transcriptional regulation, we speculated that the two mutations are likely to cause phenotypic changes in osmotolerance. To test our hypothesis, the coding regions of the mutated *rpoB* and *agaR* were separately amplified from HX024 and were used to replace the corresponding non-mutated genes in Suc-T110. The obtained mutation strains were designated as RpoBD645Y [Suc-T110::*rpoB* (D654Y)] and AgaRR109W [Suc-T110::*agaR* (R109W)]. When cultured in 5% w/v glucose, no obvious growth difference was detected for either RpoBD645Y or AgaRR109W in comparison to Suc-T110 (Fig. 1a). However, under high osmolarity conditions (12% w/v glucose), the growth of both AgaRR109W and Suc-T110 significantly decreased to approximately 45% of that under normal conditions at 96 h, whereas RpoBD645Y showed normal growth under these conditions, i.e., similar to growth in 5% w/v glucose (Fig. 1a). In addition, under high osmolarity conditions, only RpoBD645Y showed a similar SA production titer after 96 h of fermentation as normal growth condition, whereas the other two strains showed lower production (Fig. 1b). These results suggested that the mutated *rpoB* but not the mutated *agaR* rendered Suc-T110 osmotolerant.

**Fig. 1:**
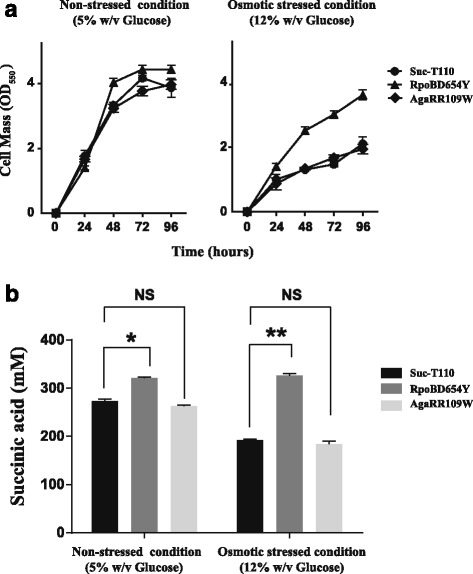
A point mutation in *rpoB* conferred improved cell growth and succinic acid production to Suc-T110 under osmotic stress. **a** Cell growth of RpoBD645Y (A Suc-T110 derivative harboring *rpoB* ^*G1960T*^ [RpoB^D654Y^]), and AgaRR109W (A Suc-T110 derivative harboring *agaR* ^C325T^ [AgaR^R109W^]) along with the parental strain, Suc-T110, under normal (5% w/v glucose) or osmotic stress (12% w/v glucose) conditions. **b** SA production by RpoBD645Y, AgaRR109W, and Suc-T110 after 96 h of fermentation. Data are the mean with the standard error of the mean (SEM, *n* = 3). The significance of differences was calculated by one-way ANOVA; asterisks indicate a significant difference from the control (** *P* < 0.01; * *P* < 0.05; NS = not significant)

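The deposited files list rpoB as EcolC_4038, with a coding sequence of 4029 bp, and give no coordinates. Its RPKM, the number of reads on the gene scaled by gene length and by the reads on all genes, was 280.0 (272.5 to 287.7) in Suc-T110 and 337.1 (328.7 to 345.6) in RpoBD645Y in 5% w/v glucose, with 95% Clopper-Pearson intervals in parentheses. In 12% w/v glucose the values were 416.1 (406.2 to 426.1) in Suc-T110 and 436.7 (427.0 to 446.6) in RpoBD645Y. The log2 ratio of RpoBD645Y to Suc-T110 was 0.27 in 5% glucose and 0.07 in 12% glucose, and NOISeq-sim called neither a change. The ratio in 12% glucose is near 0; it stayed positive under the other normalizations and was -0.0049 in the edgeR exact test. Each value comes from 1 library, without replicates.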

In *E. coli* ATCC#8739, the gene *rpoB* (EcolC_4038) encodes the β-subunit of DNA-dependent RNA polymerase (RNAp). RNAp, which is the primary enzyme responsible for gene transcription in prokaryotes, consists of five subunits (α2ββ’ω) and is associated with one of several alternative sigma (σ) factors. Sigma factors, such as σ^S^ in *E. coli* [28], σ^B^ in *Listeria monocytogenes* [29], and RpoN in *Campylobacter jejuni* [30], have been reported to be involved in the regulation of osmotic stress responses. However, direct evidence for the involvement of the RNAp β-subunit in osmotolerance has not yet been reported. An analysis of the protein domain architecture of the RNAp β-subunit using SMART online tools [31] showed that the D654Y mutation was located in a Pfam domain (PF10385) called the external one region of the polymerase. However, the function of this domain has not been characterized. Given that the β-subunit, along with the β’ subunits, constitute the active center of RNAp [32], we speculated that the D654Y mutation might lead to a conformational change in the RNAp active site, and therefore, affect the overall gene transcription pattern. It has been shown that point mutations in the β subunit of *Enterococci* RNAp conferred the capability of adaption to drug stress induced by cephalosporin [33], which probably occurs via a similar mechanism.

### Transcriptomic profiling revealed mutated RpoB caused osmotic response genes upregulated under non-osmotic stressed conditions

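Each combination of strain and glucose level was represented by 1 RNA-seq library, so 4 libraries covered 2 strains and 2 glucose levels without replicates. Suc-T110 is the succinic acid producing strain derived from E. coli, and RpoBD645Y is the same strain carrying the point mutation in rpoB. The cultures were harvested after 48 h of anaerobic fermentation in 5% or 12% w/v glucose (50 or 120 g/L). The paper gives an agitation of 150 rpm, and the sample labels give 250 rpm. The authors aligned 90-nt paired-end reads with Bowtie 2, counted reads on single genes with HTSeq-count, and deposited the count and the RPKM of 4200 genes in each library. The counts on genes totalled 4619411 for Suc-T110 and 4536554 for RpoBD645Y in 5% glucose, and 4054150 for Suc-T110 and 4333948 for RpoBD645Y in 12% glucose. A gene had a median of 266, 244, 194 and 218 counts in these libraries, in the same order. The 10 genes with most counts took between 14.8% and 21.3% of a library, and up to 4110 genes had at least 10 counts in a library. Recomputing RPKM from the counts, the gene lengths and these totals gave the deposited values. For a gene of 1 kb, 3 counts correspond to an RPKM between 0.65 and 0.74, which was taken as the smallest level the depth can show. Differential expression was recomputed from the counts with a re-implementation of NOISeq-sim, the form of NOISeq for data without replicates. It compares the ratio and the absolute difference of RPKM between 2 libraries with the noise among 5 simulated samples per library, each of 20% of the counts. A gene was called at a probability of at least 0.9 and an absolute log2 ratio of at least 1, the cut-offs given in the Methods. In the rows of Table S3 at hand, the correlation between these probabilities and the printed ones was 0.9999 in 5% glucose and 0.9998 in 12% glucose, across genes. The settings of the simulation were kept because they came close to those printed probabilities, so the correlation is not an independent check. All 90 downregulated genes listed for 5% glucose and all 132 upregulated genes listed for 12% glucose were called. The simulated noise and the 95% intervals given for each gene hold sampling error only, so differences between cultures of one strain are not in them.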

To decipher how the mutated RpoB orchestrated global gene transcription to counteract osmotic stress, RNA-seq analyses were performed on the parental strain Suc-T110 and osmotolerant strain RpoBD645Y under both normal (5% w/v glucose) and high osmolality (12% w/v glucose) conditions (Additional file 2: Table S2, Fig. 2a).

**Fig. 2:**
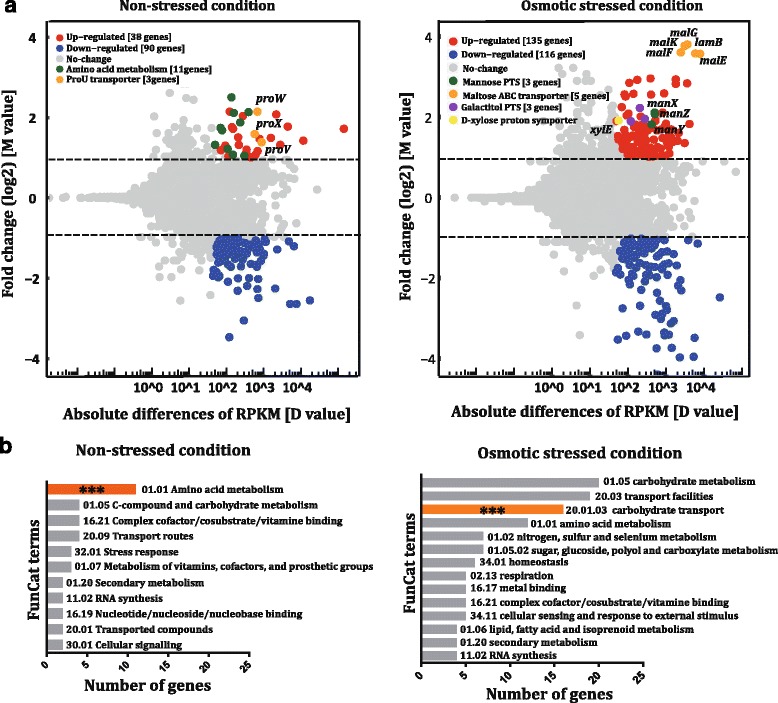
Transcriptional response to osmotic stress in Suc-T110 and RpoBD645Y cells. **a** The altered gene expression patterns elicited by the *rpoB* mutation under either normal (*left panel*) or osmotic stress (*right panel*) conditions were separately plotted in as an MD-plot. M values (Y axis) represent the log2 normalized fold changes. D values (X axis) are the absolute differences in RPKM between Suc-T110 and RpoBD645Y. Each point represents a transcript with a detected expression level. Red or blue points represent differentially expressed genes with increased or decreased abundance, respectively (q value ≥ 0.90 and |log2 ratio| ≥ 1), whereas gray points are genes with no differences in expression. Transcripts used to interpret the osmotolerance phenotype are plotted in different colors. **b** Functional enrichment analysis of the upregulated genes. Typical FunCat terms are listed, and the asterisks (***) indicate a significant enrichment (unadjusted *P*-value < 0.001)

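In 5% glucose, NOISeq-sim called 132 genes between RpoBD645Y and Suc-T110, of which 38 were upregulated and 94 were downregulated. The simulation is random, and 20 other seeds gave between 37 and 39 upregulated genes and between 88 and 95 downregulated genes. The test covered the 4188 genes with a count in either library, and 12 of the 4200 genes had none. The median log2 ratio was 1.4995 among the upregulated genes and -1.35 among the downregulated genes. The largest increases were those of EcolC_4235, the leader peptide of the ilvGMEDA operon (log2 ratio 4.02), EcolC_4233 (3.95) and EcolC_4234 (3.49), and the largest decreases those of EcolC_3073, encoding CusF (-3.47), and EcolC_3074, encoding CusC (-3.05). Between the 2 libraries the typical gene differed 1.21-fold, the median over genes with at least 10 counts in both. With no replicates, the number of called genes depended on the spread assumed between cultures. An edgeR exact test with an assumed biological coefficient of variation of 0.2, an adjusted p-value under 0.05 and the same ratio cut-off called 23 upregulated and 32 downregulated genes, and with an assumed 0.4 it called 0 and 0.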

Of the 4200 annotated genes, 128 genes showed altered expression in the strain containing the RpoB D654Y mutation under normal osmolality; with 38 upregulated and 90 downregulated genes. Functional enrichment of the 38 up-regulated genes by MIPS FunCat tools showed that 11 genes were engaged in biological functions of amino acid metabolism (*P*-value = 4.60E-05; Additional file 3: Table S3, P1 and P3, Fig. 2b). 

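The 11 genes that Table S3 lists under amino acid metabolism were all among the 38 genes called upregulated in 5% glucose. Their log2 ratios ran from 1.05 for EcolC_2908 to 3.49 for EcolC_4234, with a median of 1.74, or from 2.07-fold to 11.3-fold. With the size of the category that Table S3 gives, 2.73 of 38 genes would fall in it by chance. An exact one-sided hypergeometric test, which takes genes as independent, gave p = 4.6e-05. The whole category list was not in the files analysed here, so a called gene outside the paper's list counted as not in the category. The enrichment was weakest at a probability cut-off of 0.95, where 5 of the 11 genes remained called and the exact p was 0.041. Under the edgeR exact test with an assumed coefficient of variation of 0.1, all 11 genes were called among 69 upregulated genes and p was 0.0094. The added calls could only count as outside the category, so this higher p cannot show a weaker enrichment. From this enrichment the paper turns to the individual amino acids that bacterial cells accumulate under osmotic stress.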

As mentioned above, bacterial cells commonly accumulate glutamate and proline to high levels under osmotic stress. The transcriptional abundance of genes involved in the metabolism of glutamate and aspartate (which can be converted into glutamate through transamination [34]), such as EcolC_2869, EcolC_3652, EcolC_3653, EcolC_1833, EcolC_4075, and EcolC_3651, were markedly increased in RpoBD645Y under normal osmolality. 

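All 6 genes were called upregulated in 5% glucose, with increases between 2.11-fold and 5.67-fold. The largest was that of EcolC_3653, whose RPKM was 29.2 (26.1 to 32.5) in Suc-T110 and 165.5 (158.0 to 173.2) in RpoBD645Y, with 95% intervals in parentheses. These values rest on 332 and 1849 counts and give a log2 ratio of 2.504 (95% interval 2.33 to 2.68). EcolC_1833, annotated as malate dehydrogenase, had 149 and 489 counts and a log2 ratio of 1.74 (1.47 to 2.02). EcolC_3652, annotated as homoserine kinase, had a log2 ratio of 1.68 (1.41 to 1.95), and EcolC_3651, annotated as threonine synthase, one of 1.22 (1.06 to 1.38). The log2 ratios of EcolC_2869 and EcolC_4075 were 1.32 (1.07 to 1.57) and 1.07 (0.99 to 1.16). Every interval lay above 0, but the intervals hold sampling noise only and the differences have no replicate check. Of the other normalizations, library totals taken without the 10 genes with most counts moved these ratios most, to 2.58 for EcolC_3653 and 1.15 for EcolC_4075. At a probability cut-off of 0.95 only 1 of the 6 genes stayed called, and 3 of the 6 passed the edgeR exact test with an assumed coefficient of variation of 0.2. Glutamate dehydrogenase (gdhA, EcolC_1871), the glutamate synthase subunits (gltB, EcolC_0488, and gltD, EcolC_0487) and glutamine synthetase (glnA, EcolC_4146) were not called, with log2 ratios between -0.28 and 0.44. The paper describes the transcripts of the 6 genes as markedly higher in RpoBD645Y before any osmotic stress.

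**Figure D1:**
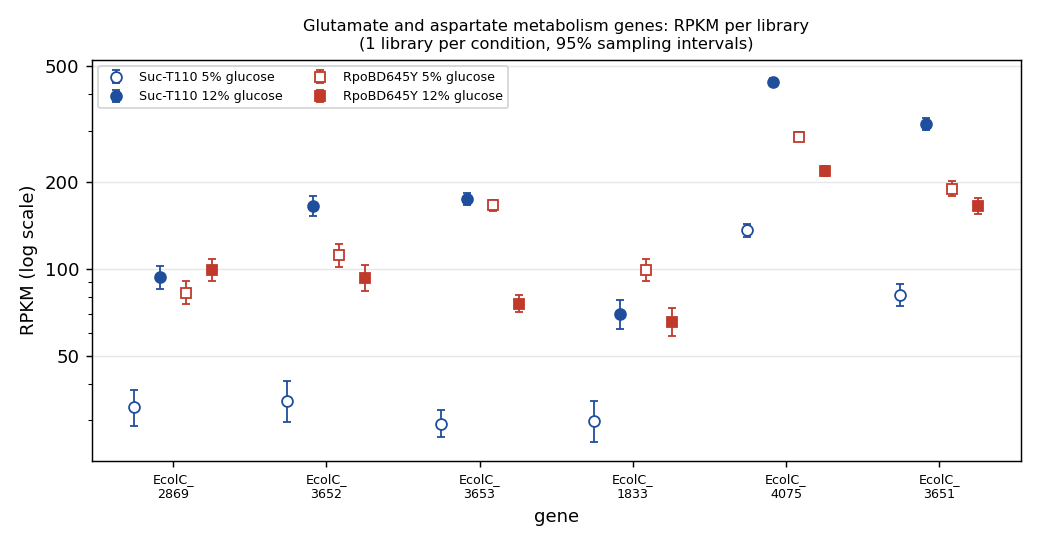
RPKM (log scale) of the 6 genes in the 4 libraries. Open symbols stand for 5% and filled symbols for 12% glucose, circles for Suc-T110, squares for RpoBD645Y and bars for 95% Clopper-Pearson intervals; in 5% glucose each RpoBD645Y symbol lies above the Suc-T110 symbol, by 2.11-fold to 5.67-fold.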

Genes involved in proline metabolism were not detected in the up-regulated gene set. 

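Of the proline genes, 4 could be matched to a locus through their product, and none was called in 5% glucose. The log2 ratio of RpoBD645Y to Suc-T110 was -0.54 (95% interval -0.67 to -0.41) for proA (EcolC_3338, gamma-glutamyl phosphate reductase) and 0.24 (0.04 to 0.45) for proC (EcolC_3246, pyrroline-5-carboxylate reductase). For the degradation enzyme putA (EcolC_2581) and the proline:sodium symporter putP (EcolC_2580) it was -0.09 (-0.32 to 0.15) and -0.14 (-0.46 to 0.17), intervals that include 0 at this depth. Library totals without the 10 genes with most counts moved the ratio of proA most among the other normalizations, to -0.47.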

However, the expression of genes encoding the major proline transporter system ProU [6, 7] was markedly enhanced. Transcription levels of genes located in the *proU* operon, including *proX* (EcolC_1027, encoding substrate-binding protein), *proW* (EcolC_1028, encoding permease), and *proV* (EcolC_1029, encoding ATP-binding protein), increased 3- to 4- fold in RpoBD645Y. 

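In 5% glucose the RPKM of proX was 286.0 (270.8 to 301.9) in Suc-T110 and 859.3 (832.5 to 886.8) in RpoBD645Y, a 3.00-fold increase with a 95% interval of 2.821 to 3.201. That of proW was 198.6 (186.3 to 211.4) and 878.4 (852.2 to 905.2), a 4.42-fold increase (4.125 to 4.747). For proV the values were 547.4 (528.1 to 567.2) and 1428 (1396 to 1460), a 2.61-fold increase (2.501 to 2.721). The counts behind these values were between 977 for proW in Suc-T110 and 7793 for proV in RpoBD645Y. NOISeq-sim called all 3 genes, with probabilities of 0.978, 0.991 and 0.970. Sampling noise is small at these counts, while the spread between cultures is not known from 1 library each. With library totals taken without the 10 genes with most counts, the alternative that moved them most, the increases were 3.16-fold, 4.66-fold and 2.75-fold. Under the edgeR exact test with an assumed coefficient of variation of 0.2, the adjusted p-values were 0.013 for proX, 1.2e-04 for proW and 0.051 for proV.

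**Figure D2:**
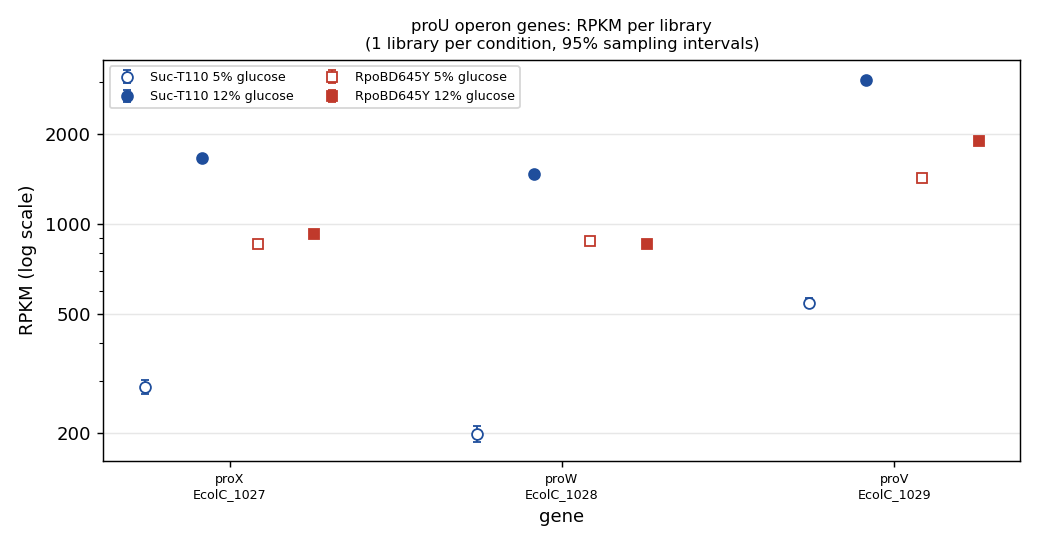
RPKM (log scale) of proX, proW and proV in the 4 libraries. Open symbols stand for 5% and filled symbols for 12% glucose, circles for Suc-T110, squares for RpoBD645Y and bars for 95% Clopper-Pearson intervals; Suc-T110 in 5% glucose has the lowest RPKM and Suc-T110 in 12% glucose the highest for all 3 genes.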

These results were consistent with previous observations that proline accumulation in *E. coli* was due to enhanced transportation and not by synthesis [6, 35]. In addition, the ProU system also functions as the major system for glycine betaine uptake in *E. coli* [36]. A previous study showed that ProU-mediated glycine betaine transport was osmotically stimulated at the level of gene expression [6]. However, to our knowledge, the observation that the *proU* operon highly expressed under non-osmotic stress conditions has not yet been reported. 

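The level of the proU genes in RpoBD645Y without osmotic stress was between those of Suc-T110 without and with it. In Suc-T110 the RPKM rose from 286.0 in 5% glucose to 1664 in 12% glucose for proX, from 198.6 to 1472 for proW and from 547.4 to 3043 for proV, which is 5.82-fold, 7.41-fold and 5.56-fold. In RpoBD645Y it was 859.3, 878.4 and 1428 in 5% glucose, and it changed 1.08-fold, 0.98-fold and 1.33-fold in 12% glucose, with no gene called. The strain effect on these genes differed between the glucose levels, with adjusted p-values of 0.002, 4.9e-05 and 0.014 in edgeR's interaction test with an assumed coefficient of variation of 0.2. DESeq2 size factors moved the response of Suc-T110 most, to 6.95-fold for proX, 8.86-fold for proW and 6.64-fold for proV. From the level in 5% glucose the paper reasons that the operon was active in RpoBD645Y before the stress.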

Given that our modified NBS mineral salts medium contains a small amount of betaine (1 mM), we speculated that this compatible solute could be taken up into RpoBD645Y via ProU under non-osmotic stressed conditions, although further study is needed to obtain more direct evidence. In summary, the *rpoB* mutation probably conferred *E. coli* with the ability to mount a “pre-defense” mechanism, such that the osmotic response genes were activated under non-osmotic stressed conditions, which helped the cells better adapt to subsequent osmotic shock.

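The genes that 12% glucose induced in Suc-T110 were compared with those already higher in RpoBD645Y in 5% glucose. NOISeq-sim called 103 genes upregulated by 12% glucose in Suc-T110, and 15 of them were also among the 38 genes upregulated in RpoBD645Y in 5% glucose. Another 18 of the 103 were downregulated in RpoBD645Y in 5% glucose. Over all 103 genes, 62 had a higher RPKM in RpoBD645Y than in Suc-T110 in 5% glucose, and the median log2 ratio was 0.22. All 3 proU genes and 5 of the 6 glutamate and aspartate genes were among the 103. With TMM factors in place of library totals, the number of genes upregulated by 12% glucose in Suc-T110 was 179, and with DESeq2 size factors it was 188. The paper bases its proposed pre-defense on the proU genes and amino acid genes higher in RpoBD645Y in 5% glucose, not on these 103 genes.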

### Transcriptomic profiling showed that mutated RpoB conferred osmotolerance via derepression of sugar transporters

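In 12% glucose, 250 genes were called between RpoBD645Y and Suc-T110, 134 upregulated and 116 downregulated. Over 20 other seeds of the simulation the numbers lay between 130 and 139 and between 111 and 117. The comparison covered 4184 genes with a count in either library, and the median gene with at least 10 counts in both differed 1.24-fold. Among the upregulated genes the median log2 ratio was 1.43, and the 5 largest were those of malG, malK, malF, lamB and malE (3.81 to 3.58). Among the downregulated genes the median was -1.67, and the 5 largest decreases were those of EcolC_0169 (-6.69), EcolC_3410 (-6.47), EcolC_3428 (-6.01), EcolC_3409 (-5.70) and EcolC_3074 (-5.67). Of the genes called, 51 were also called in 5% glucose, 9 upregulated and 36 downregulated in both comparisons. The cut-off of 0.95 on the probability lowered the numbers most among the NOISeq-sim settings, to 65 and 66. With the edgeR exact test and an assumed coefficient of variation of 0.2 the numbers were 84 and 93, and with 0.4 they were 5 and 21.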

Under a high osmolality, 244 differentially transcribed genes were identified in RpoBD645Y when compared with Suc-T110; 132 were upregulated and 112 were downregulated (Additional file 3: Table S3, P2). 

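In 12% glucose the RPKM of the proU genes was lower in RpoBD645Y than in Suc-T110, by less than the cut-off. It was 926.0 against 1664 for proX, 859.2 against 1472 for proW and 1895 against 3043 for proV. The log2 ratios were -0.85 (95% interval -0.90 to -0.79), -0.78 (-0.83 to -0.72) and -0.68 (-0.72 to -0.65), with probabilities between 0.851 and 0.889. Among the 6 glutamate and aspartate genes that the paper names for 5% glucose, EcolC_2869 had a log2 ratio of 0.08 (-0.10 to 0.27) and EcolC_1833 one of -0.09 (-0.32 to 0.15), both within sampling noise of no change. EcolC_3652 and EcolC_3651 were lower without being called, at -0.82 (-1.01 to -0.64) and -0.94 (-1.06 to -0.82). EcolC_3653 and EcolC_4075 were called downregulated, at -1.20 (-1.33 to -1.08) and -1.02 (-1.10 to -0.95), with probabilities of 0.921 and 0.915. With library totals taken without the 10 genes with most counts, EcolC_4075 had a log2 ratio of -0.95 and was no longer called. Neither gene passed the edgeR exact test with an assumed coefficient of variation of 0.2, with adjusted p-values of 0.055 and 0.138. The glutamate synthesis genes gdhA, gltB, gltD and glnA had log2 ratios between -0.82 and -0.37, and none was called. The paper describes genes of glutamate synthesis and of proline and glycine betaine transport as similarly transcribed in the strains, without naming loci here, and from there looks for strategies other than pre-defense.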

Since genes involved in glutamate synthesis and proline/glycine betaine transportation showed similar transcription levels in RpoBD645Y and Suc-T110 (Additional file 2: Table S2 and Additional file 3: Table S3), strategies other than “pre-defense” mechanisms might be adopted by RpoBD645Y to survive under high osmolality. 

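The gene list of this FunCat term was not in the files analysed here. A list of words fixed before the processed files were seen was used instead. It was written with the paper and part of its gene tables at hand, so it was not blind to these results. The product descriptions of 76 genes matched the list as sugar transporters. Of these, 17 were among the 134 genes upregulated in 12% glucose, where 2.42 would be found by chance. A product was at hand for 3522 of the 4200 genes, and the others counted as not matching. The rows of Table S3 at hand held all 132 genes listed as upregulated in 12% glucose and 0 of those in 5% glucose. This may favour matches among the genes upregulated in 12% glucose. A one-sided Fisher's exact test gave p = 1.0e-10. It takes genes as independent, while malE, malF and malG share an operon, as do malK and lamB, so this p overstates the evidence. Another 2 of the 76 genes were downregulated and 57 were not called. In 5% glucose none of the 76 genes was upregulated and 3 were downregulated. The enrichment was weakest at a probability cut-off of 0.95, with an exact p of 1.3e-08. In the paper's FunCat analysis of the genes upregulated under osmotic stress, carbon source transport was the function with the strongest enrichment.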

Functional analysis of 132 upregulated genes indicated that the most significantly enriched physiological function of RpoBD645Y upon osmotic stress was associated with carbon source transportation (FunCat term: 20.01.03 C-compound and carbohydrate transport, *P*-value =9.51E-05; Additional file 3: Table S3, P5, Fig. 2b). This group included genes encoding diverse sugar transporters. The expression levels of these genes have been reported to be drastically reduced under osmotic stress conditions [17, 37, 38]. 

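The change from 5% to 12% glucose was computed within each strain for the 17 sugar transporter genes upregulated in RpoBD645Y in 12% glucose. In Suc-T110, 13 of the 17 genes were lower in 12% glucose, all 13 by a log2 ratio of -1 or below, and 12 of them were called downregulated. The median log2 ratio of the 17 genes was -1.33 in Suc-T110 and 0.21 in RpoBD645Y. The 12% glucose libraries also served to pick these genes, so the contrast between the strains is partly set by the picking. In RpoBD645Y, 13 of the 17 genes changed less than 2-fold and the other 4 were called upregulated. These 4 were EcolC_1645, EcolC_1646 and EcolC_1647 of the galactitol PTS and the sugar:sodium symporter EcolC_3907. Over all 76 genes matched as sugar transporters, 69 were lower in 12% than in 5% glucose in Suc-T110 (20 called, median log2 ratio -0.82) and 57 were lower in RpoBD645Y (2 called, median -0.29). Normalization matters for this comparison, since the median log2 ratio of all genes was -0.23 in Suc-T110 and -0.12 in RpoBD645Y under library totals. With TMM factors or DESeq2 size factors, 17 of the 20 genes called in Suc-T110 stayed called. The paper reads the difference between the strains as repression in Suc-T110 that is absent in RpoBD645Y.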

We found that these sugar transporter genes were drastically repressed in Suc-T110 under osmotic stress, whereas in RpoBD645Y, their expression maintained stable under osmotic stress. For example, transcript levels of *malE* (EcolC_3995), *malF* (EcolC_3996), *malG* (EcolC_3997) *malK* (EcolC_3994), and *lamB* (EcolC_3993), which encode individual subunits of the maltose ABC (ATP-binding cassette) transporter, decreased 10- to 14- fold in Suc-T110 compared to the corresponding levels in RpoBD645Y under osmotic stress. 

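In 12% glucose the RPKM of malE was 719.3 (695.6 to 743.6) in Suc-T110 and 8575 (8496 to 8655) in RpoBD645Y, from 3473 and 44262 counts, an 11.9-fold difference (95% interval 11.5 to 12.3). The difference was 12.2-fold (11.6 to 12.9) for malF and 14.0-fold (13.2 to 14.9) for malG. It was 13.7-fold (12.9 to 14.6) for malK, and 12.0-fold (11.6 to 12.5) for lamB, whose RPKM was 536.0 in Suc-T110 and 6437 in RpoBD645Y. In 5% glucose the strains differed little, with ratios of RpoBD645Y to Suc-T110 between 0.95 and 1.56, and no gene was called. From 5% to 12% glucose the 5 genes had log2 ratios between -2.92 and -3.60 in Suc-T110, and all were called downregulated. In RpoBD645Y they changed by 0.05 to 0.53, with no gene called. The strain effect differed between the glucose levels for each of the 5 genes, with adjusted p-values between 2.5e-07 and 2.6e-04 in edgeR's interaction test with an assumed coefficient of variation of 0.2. Between the strains in 12% glucose all 5 stayed called under every alternative, including the edgeR exact test with an assumed coefficient of variation of 0.4. For the decrease within Suc-T110, that test kept 5 calls with an assumed 0.2 and 0 with 0.4. DESeq2 size factors gave 11.4-fold for malE and 13.4-fold for malG.

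**Figure D3:**
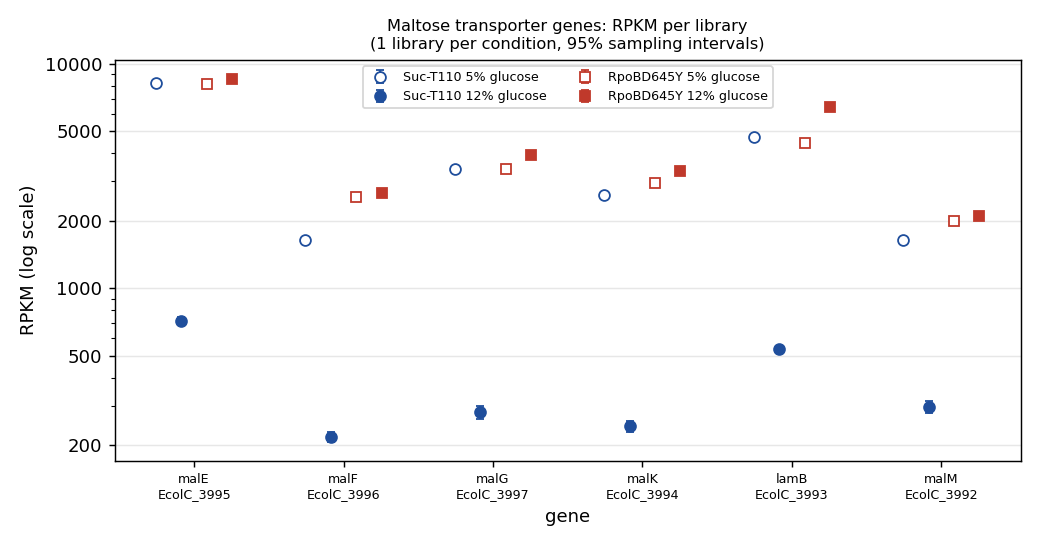
RPKM (log scale) of the 5 genes and of malM in the 4 libraries. Open symbols stand for 5% and filled symbols for 12% glucose, circles for Suc-T110, squares for RpoBD645Y and bars for 95% Clopper-Pearson intervals, mostly smaller than the symbols; the filled circles of Suc-T110 in 12% glucose lie below the other 3 symbols for every gene.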

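The galactitol PTS genes EcolC_1645, EcolC_1646 and EcolC_1647 had few counts in Suc-T110 in 12% glucose, 78, 66 and 485, against 311, 331 and 2014 in RpoBD645Y. Their ratios were 3.73 (95% interval 2.90 to 4.84), 4.69 (3.59 to 6.21) and 3.88 (3.52 to 4.30). For manY and manZ the ratios were 3.54 (3.21 to 3.90) and 4.22 (3.85 to 4.64), for xylE 3.77 (3.09 to 4.64), and for EcolC_3907, annotated as a sugar:sodium symporter, 2.92 (2.61 to 3.28). NOISeq-sim called all 7 genes upregulated, and all 7 passed the edgeR exact test with an assumed coefficient of variation of 0.2, with adjusted p-values from 2.2e-04 to 0.017. None passed with an assumed 0.4. The manX locus labelled in Fig. 2a was not in the files analysed here. The genes differed in how each strain responded to glucose. From 5% to 12% glucose, manY and manZ fell 2.22-fold and 2.45-fold in Suc-T110, and xylE 2.02-fold, the last without being called. Only 1 of manY and manZ stayed called with TMM factors, DESeq2 size factors or a probability cut-off of 0.95. Neither passed the edgeR exact test with an assumed coefficient of variation of 0.2. The galactitol PTS genes and EcolC_3907 had ratios between 1.06 and 1.33 in Suc-T110, and between 3.39 and 3.47 in RpoBD645Y, where all 4 were called upregulated. Under DESeq2 size factors EcolC_1646 had a ratio of 4.47 and EcolC_3907 one of 2.79.

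**Figure D4:**
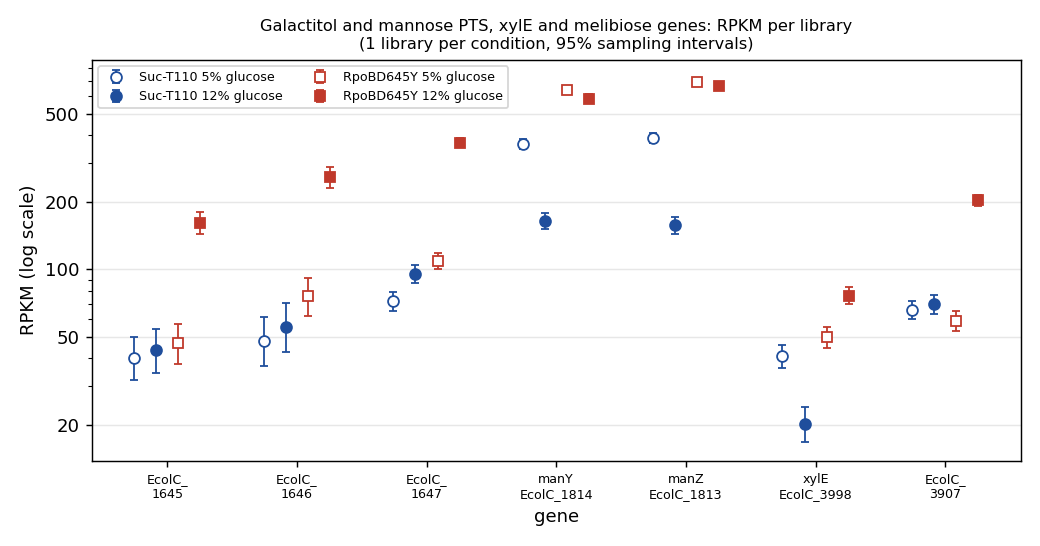
RPKM (log scale) of the 7 genes in the 4 libraries. Open symbols stand for 5% and filled symbols for 12% glucose, circles for Suc-T110, squares for RpoBD645Y and bars for 95% Clopper-Pearson intervals; for manY, manZ and xylE the filled circle lies lowest, and for the other 4 genes the filled square stands apart above the rest.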

Meanwhile, genes encoding galactose PTS (EcolC_1645, EcolC_1646, and EcolC_1647), mannose PTS (ManY: EcolC_1814 and ManZ: EcolC_1813), D-xylose proton symporter XylE (EcolC_3998), and the melibiose-sodium co-transport system (EcolC_3907) were decreased 2- to 5- fold in Suc-T110 when compared to the corresponding levels in RpoBD645Y. These data demonstrated that repression effects on sugar transport genes were alleviated in RpoBD645Y due to the *rpoB* mutation. 

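The test of whether the strain effect depends on glucose bears on this step. It had to assume the spread between cultures, since a model with strain, glucose and their interaction leaves no residual degrees of freedom with 4 libraries. With an assumed coefficient of variation of 0.2, edgeR's likelihood ratio test found 68 of 3963 genes with an adjusted p-value under 0.05, 26 with a strain effect more positive in 12% glucose. The number was 443 with an assumed 0.1 and 1 with an assumed 0.4. Among the sugar transport genes named by the paper, malE, malF, malG, malK and lamB were in this group. The galactitol and mannose PTS genes, xylE and EcolC_3907 were not, with adjusted p-values of 0.238 or more. Of the 134 genes upregulated in RpoBD645Y in 12% glucose, 97 were lower in 12% than in 5% glucose in Suc-T110. Of these, 59 were called downregulated, while 32 of the 134 were called upregulated by 12% glucose in RpoBD645Y. The 134 genes were picked with the same 12% glucose libraries, which partly sets these numbers. The paper attributes the strain difference to the rpoB mutation, which is the change introduced into Suc-T110.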

Based on FunCat analysis, no other processes with potential osmotic responsive functions were markedly enriched (cut-off, *P* value ≤ 0.001) in RpoBD645Y (Additional file 3: Table S3, P5, Fig. 2b). We assumed that maintenance of sugar transporter gene expression may be helpful for maintaining growth under osmotic stress, which might be the primary reason for the osmotic stress resistance of RpoBD645Y.

### The porin LamB contributes to osmotolerance in RpoBD645Y

In *E. coli*, the process of glucose uptake can be divided into two steps. Glucose is first internalized into the periplasm via porins located in the outer membrane, and then imported into the cytoplasm through diverse inner membrane PTS and non-PTS sugar transporters. Three porins including OmpF, OmpC, and LamB, have been reported to be involved in glucose internalization into the periplasm [37]. In addition, the expression of *ompF* and *ompC* in *E. coli* has been shown to be regulated by osmotic stimuli. OmpC predominates at high osmolarity, while OmpF expression is repressed [39], which is consistent with our RNA-seq data (Additional file 2: Table S2). 

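The tables at hand pair no locus with ompC or ompF, so the highly expressed porins are given by their product. EcolC_1435, annotated as a porin, had an RPKM of 12590 (12495 to 12686) in 5% glucose and 20492 (20362 to 20622) in 12% glucose in Suc-T110, with 95% intervals in parentheses, a log2 ratio of 0.70. In RpoBD645Y it rose from 15918 to 21289, a log2 ratio of 0.42. EcolC_2667, annotated as phosphoporin protein E, fell from 16864 (16752 to 16977) to 5268 (5201 to 5336) in Suc-T110, a log2 ratio of -1.68, and from 14782 to 6384 in RpoBD645Y, a log2 ratio of -1.21. NOISeq-sim called the decrease of EcolC_2667 in both strains and the increase of EcolC_1435 in neither. DESeq2 size factors moved the log2 ratios in Suc-T110 most, to 0.96 for EcolC_1435 and -1.42 for EcolC_2667. Between the strains in 12% glucose, the log2 ratio of RpoBD645Y to Suc-T110 was 0.06 for EcolC_1435 and 0.28 for EcolC_2667. The chitoporin EcolC_2975 fell in both strains, from 949 to 104 counts in Suc-T110 and from 907 to 416 in RpoBD645Y, and both decreases were called. The other 4 loci annotated as porin or phosphoporin protein E had at most 110 counts in any library.

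**Figure D5:**
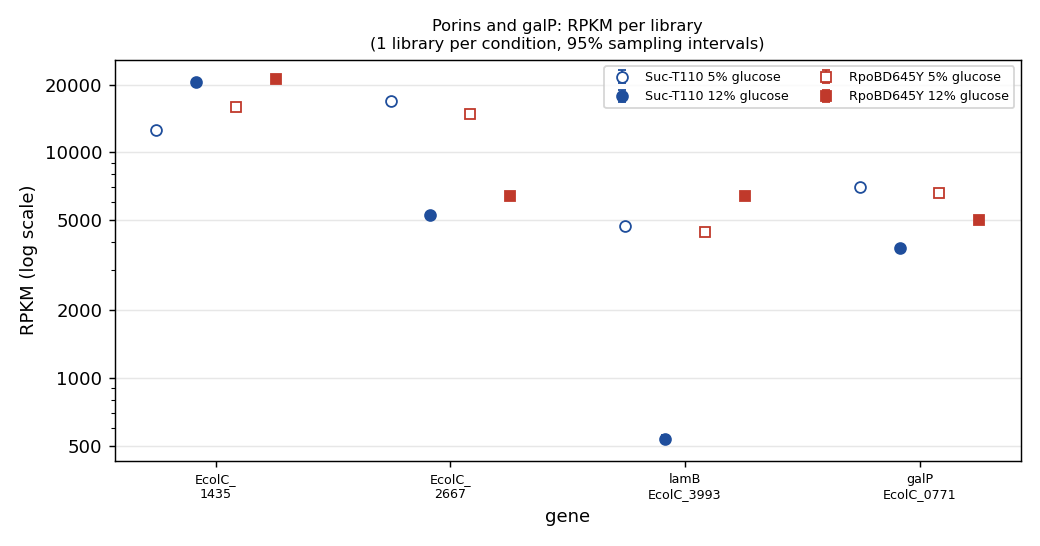
RPKM (log scale) of EcolC_1435, EcolC_2667, lamB and galP in the 4 libraries. Open symbols stand for 5% and filled symbols for 12% glucose, circles for Suc-T110, squares for RpoBD645Y and bars for 95% Clopper-Pearson intervals, smaller than the symbols; only lamB has its 12% glucose symbols of the 2 strains more than 10-fold apart.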

Previous work also demonstrated that OmpC and OmpF were required for cell growth under hyper-osmosis at an alkaline pH and hypo-osmotic stress at an acidic pH; however, they were not required for growth at near neutral pH under both hyper- and hypo-osmosis [39]. These conclusions suggest that OmpC and OmpF might not contribute to osmotolerance of RpoBD645Y because fermentations were performed at a neutral pH. 

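Transcripts of lamB (EcolC_3993) were counted 29206 times in Suc-T110 and 27122 times in RpoBD645Y in 5% glucose, and 2914 and 37412 times in 12% glucose. As log2 ratios, lamB fell by 3.14 in Suc-T110 between the glucose levels (95% interval -3.19 to -3.08) and rose by 0.53 in RpoBD645Y (0.51 to 0.55). For the porins EcolC_1435 and EcolC_2667, in contrast, the strains differed by at most 0.28 on the log2 scale in 12% glucose. The chitoporin EcolC_2975 was also called upregulated in RpoBD645Y in 12% glucose, 3.74-fold (3.01 to 4.68), from 104 and 416 counts, and it was not called at a probability cut-off of 0.95. With DESeq2 size factors the log2 ratio of lamB in Suc-T110 was -2.88. The paper reasons that OmpC and OmpF might not contribute at neutral pH. From there it raises the possibility that elevated lamB expression underlies the osmotolerance.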

This raised the possibility that osmotolerance may result from the elevated expression of *lamb*. Therefore, we then overexpressed *lamB* in strain Suc-T110. 

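In the files the loci of malK, lamB and malM carry consecutive numbers, EcolC_3994, EcolC_3993 and EcolC_3992, and malM was matched by its product, the maltose regulon periplasmic protein. The ratio of RpoBD645Y to Suc-T110 in 12% glucose was 13.7 (95% interval 12.9 to 14.6) for malK, 12.0 (11.6 to 12.5) for lamB and 7.10 (6.67 to 7.56) for malM. In Suc-T110 the RPKM of malM fell from 1641 in 5% glucose to 296.7 in 12% glucose, and in RpoBD645Y it was 1997 and 2106. DESeq2 size factors lowered the ratio of malM in 12% glucose to 6.76.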

In *E. coli*, *malK* (encoding ATP-binding component of the maltose ABC transporter), *lamB*, and *malM* (encoding periplasmic protein with unclear function) are located in the same operon. For the overexpression experiment, the native promoter of the *malK*-*lamB*-*malM* operon was changed to a strong constitutive promoter Ppck* [20], via homologous recombination to obtain the *lamb*-overexpression mutant OV-*lamB*. Under osmotic stress, we found that the growth and succinate production of this strain were increased 47% and 42%, respectively compared to the corresponding values in Suc-T110 (Fig. 3a and b). In addition, OV-*lamB* had an average glucose consumption rate at 0.5 g L^-1^ h^-1^ during a 96-h fermentation, which was 25% higher than that of Suc-T110 (Fig. 3c). These results suggest that LamB contributed to the osmotolerance of HX024. Previous work demonstrated that LamB contribute about 70% of the total glucose import capacity of the cell under glucose limited conditions [40], suggesting that LamB had a high affinity for glucose under certain conditions. Thus, the contribution of *lamB* overexpression to osmotolerance could be due to enhanced glucose uptake capability under osmotic stress.

**Fig. 3:**
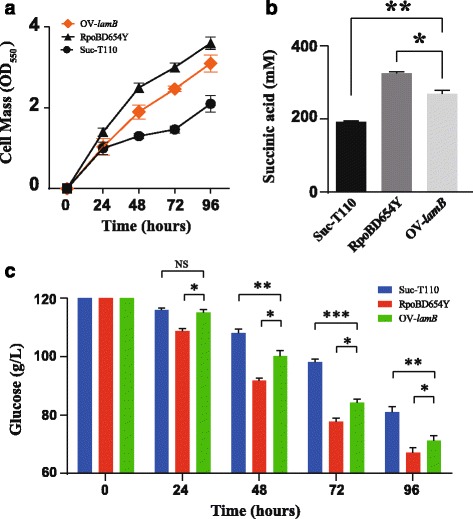
*lamB* overexpression rescued cell growth and the succinate production defect of Suc-T110 under osmotic stress. **a** Growth of *lamB*-overexpressing Suc-T110 (OV-*lamB*) under osmotic stress (12% w/v glucose). **b** SA production of the OV-*lamB* strain after 96 h of fermentation. **c** Glucose consumption by OV-*lamB*. Strains RpoBD645Y and Suc-T110 were used as controls. Data are the mean with the standard error of the mean (SEM, *n* = 3). The significance of differences was calculated with one-way ANOVA; the asterisks indicate a significant difference from the controls (*** *P* < 0.001; ** *P* < 0.01; * *P* < 0.05; NS = not significant)

### Derepression of the inner membrane-associated maltose ABC transporter confers osmotolerance

In addition to porin proteins, a number of sugar transporters located on the inner membrane were also derepressed in RpoBD645Y under high osmolarity. 

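Of the 17 sugar transporter genes upregulated in RpoBD645Y in 12% glucose, lamB was the only one whose product is a porin, and the chitoporin EcolC_2975 was upregulated outside this list. Beside the genes already given, the list holds EcolC_0148 (D-xylose-binding periplasmic protein), with a log2 ratio of 2.25 (95% interval 1.88 to 2.63), and EcolC_0911 (L-fucose-proton symporter), with 1.42 (1.21 to 1.63). It also holds EcolC_0298 (gluconate transporter) with 1.29 (1.09 to 1.49), EcolC_4110 (L-rhamnose-proton symporter) with 1.23 (1.04 to 1.42) and EcolC_1411 (glycerol-3-phosphate transporter) with 1.08 (0.99 to 1.17). All 5 were called downregulated by 12% glucose in Suc-T110, with log2 ratios between -1.17 and -2.39, and none was called in RpoBD645Y. The same 12% glucose libraries had served to pick them. At a probability cut-off of 0.95, 11 of the 19 genes of the word list called in either direction between the strains stayed called. The genes were read from 1 library per condition and have no replicate check. The paper describes the inner membrane sugar transporters of this group as derepressed in RpoBD645Y.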

Thus, additional experiments were carried out to test whether modifying the expression of these transporter genes would alter osmotolerance.

It should be noted that in Suc-T110, the *galP* gene, which encodes galactose permease, was genetically modified by replacing its native promoter with a strong constitutive promoter Ppck* [41]. In *E. coli*, glucose uptake occurs mainly through the glucose phosphoenolpyruvate: carbohydrate phosphotransferase system (glucose PTS) [42]. However, this internalization process consumes half of the intracellular phosphoenolpyruvate (PEP) for use in glucose phosphorylation, which results in an insufficient PEP supply for SA production [20, 43]. For this reason, the PTS system was impaired in Suc-T110 by deletion of *ptsI* (encoding PTS enzyme I), and GalP was constitutively expressed to restore glucose transport and utilization [38, 44]. Although relatively high *galP* expression was maintained in Suc-T110 even under osmotic stress, cell growth was markedly inhibited (Fig. 1a), suggesting that GalP could not effectively transport glucose under high osmolality. 

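The galactose-proton symporter EcolC_0771, taken as galP, had an RPKM of 7033 (6968 to 7097) in Suc-T110 in 5% glucose and 3787 (3736 to 3838) in 12% glucose, from 45319 and 21417 counts. The log2 ratio was -0.89 (95% interval -0.92 to -0.87), a decrease larger than the sampling noise but below the cut-off. In RpoBD645Y the RPKM was 6594 and 5027, a log2 ratio of -0.39 (-0.41 to -0.37). In 12% glucose galP was 1.33-fold higher in RpoBD645Y than in Suc-T110, which was not called. DESeq2 size factors changed the log2 ratio of galP in Suc-T110 to -0.64. In the same library the RPKM of lamB was 536.0. From the galP expression and the inhibited growth, the paper reasons that GalP did not transport glucose effectively under high osmolality.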

We speculated that this phenotype may be caused by ineffective internalization of glucose into the periplasm. In Suc-T110, LamB and OmpF were repressed, while OmpC was induced under osmotic stress, suggesting that glucose was transported into the periplasm mainly via the OmpC porin. 

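In Suc-T110, 12% glucose changed the RPKM of lamB from 4715 to 536.0, an 8.80-fold decrease, and that of the phosphoporin protein E locus EcolC_2667 from 16864 to 5268, a 3.20-fold decrease. The porin locus EcolC_1435 rose 1.63-fold, from 12590 to 20492. Of these 3 loci EcolC_1435 had the most counts in 12% glucose, 93959 against 23258 and 2914. Which of the loci encode OmpC and OmpF is not given in the tables at hand. DESeq2 size factors, the normalization that moved these values most, gave a 1.95-fold rise of EcolC_1435. The paper reasons from the repressed and induced porins to the pore through which glucose enters the periplasm.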

However, OmpC has a smaller pore diameter than other porins [45], suggesting that glucose probably diffused into the periplasm at a lower rate, which would limit the function of GalP. One of the derepressed sugar transporters, D-xylose-proton symporter XylE could not transport glucose [46], and the galactitol and the mannose PTS system became non-functional in Suc-T110 due to the *ptsI* deletion. Thus, only GalP and maltose transporter might contribute to the osmotolerance of RpoBD645Y by enhancing glucose uptake. 

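Beside the genes of the transporter, the products of 3 further genes matched the maltose regulon, malM (EcolC_3992), malQ (EcolC_0297, 4-alpha-glucanotransferase) and malZ (EcolC_3230, maltodextrin glucosidase). In 12% glucose malM, malQ and malZ were 7.10-fold, 3.01-fold and 2.52-fold higher in RpoBD645Y than in Suc-T110, and all 3 were called. Their log2 ratios between 12% and 5% glucose were -2.47, -1.71 and -0.85 in Suc-T110 and 0.08, 0.31 and 0.47 in RpoBD645Y. The 8 genes matched in all had log2 ratios between the strains from 1.33 to 3.81 in 12% glucose, and from -0.43 to 0.64 in 5% glucose. With DESeq2 size factors the ratio of malZ, the smallest of them, was 2.40. At a probability cut-off of 0.95, 2 of the 3 genes malM, malQ and malZ stayed called in 12% glucose. The edgeR exact test kept 2 of the 3 with an assumed coefficient of variation of 0.2 and 0 with 0.4. The remaining genes of the regulon could not be matched to a single locus.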

In *E. coli*, the maltose regulon consists of ten genes that are located on five operons [47]. To obtain genetic evidence that the maltose ABC transporter contributed to the osmotolerance of RpoBD645Y, the *malEFG* operon, which encodes the core subunits of the maltose transporter, was deleted in RpoBD645Y. Cell growth and succinate production of the resulting strain, RpoBD645Y/*ΔmalEFG*, decreased by 24% (Fig. 4a) and 20%, respectively (Fig. 4b), compared with that of RpoBD645Y after 96 h of fermentation. The average glucose consumption rate of RpoBD645Y/*ΔmalEFG* was 0.48 g L^-1^ h^-1^, which was approximately 20% lower than that of Suc-T110 (Fig. 4c). Since LamB usually functions synergistically with the maltose ABC transporter, the adjacent operons of *malEFG and malK*-*lamB*-*malM* were deleted in RpoBD645Y. Cell growth and succinate production of this double deletion mutant (RpoBD645Y/*ΔmalEFGKMΔlamB*) were significantly lower than those of RpoBD645Y, which was even worse than Suc-T110 (Fig. 4d, e). The average glucose consumption rate of RpoBD645Y/*ΔmalEFGKMΔlamB* was only 0.14 g L^-1^ h^-1^, which corresponded to 34% and 25% of the rates of Suc-T110 and RpoBD645Y, respectively (Fig. 4f). This suggested that derepression of the *mal* regulon was involved in the osmotolerance of RpoBD645Y (Fig. 5).

**Fig. 4:**
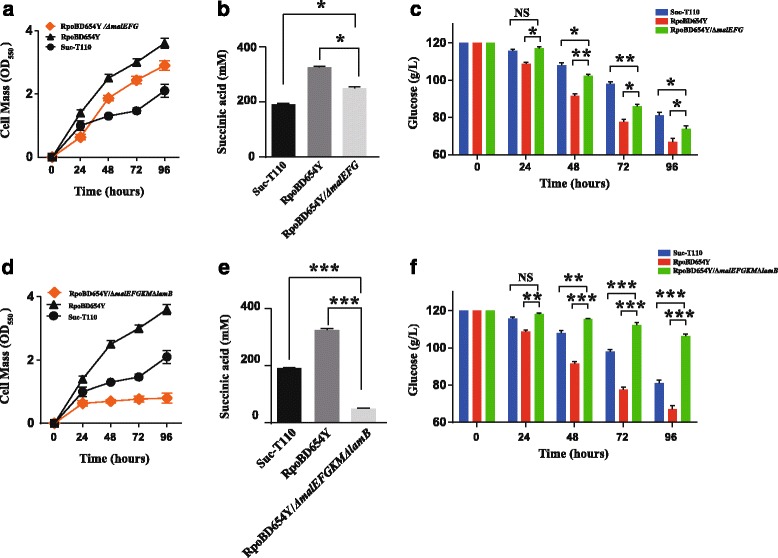
Malfunction of the maltose transporter decreased cell growth and succinate production under hyperosmotic conditions. Growth of (**a**) RpoBD645Y/*ΔmalEFG* and (**d**) RpoBD645Y/∆*malEFGKM*∆*lamB* under osmotic stress (12% w/v glucose). SA production by (**b**) RpoBD645Y/*ΔmalEFG* and (**e**) RpoBD645Y/∆*malEFGKM*∆*lamB* after 96 h of fermentation. Glucose consumption by (**c**) RpoBD645Y/*ΔmalEFG* and (**f**) RpoBD645Y/∆*malEFGKM*∆*lamB* were also measured. Strains RpoBD645Y and Suc-T110 were used as controls. Data are the mean with the standard error of the mean (SEM, *n* = 3). The significance of differences was calculated with one-way ANOVA; the asterisks indicate a significant difference from the controls (*** *P* < 0.001; ** *P* < 0.01; * *P* < 0.05; NS = not significant)

**Fig. 5:**
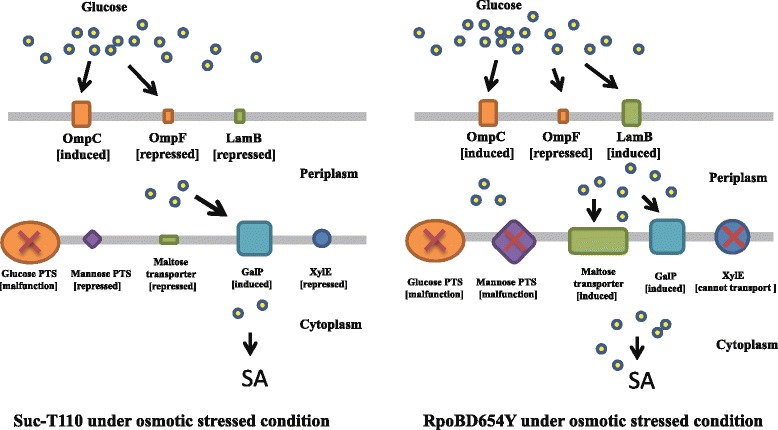
Schematic model illustrating how the D654Y mutation of RpoB affects the osmotolerance of *E. coli* via derepression of sugar transporter genes. Under osmotic stress, the Suc-T110 strain relies on the OmpC porin to transport glucose into the periplasm, which is then transported into the cytoplasm by GalP. However, this transportation process is inefficient. Under osmotic stress in RpoBD645Y, glucose enters cell via both OmpC and derepressed LamB, and then is transported into the cytoplasm by both GalP and derepressed maltose transporter. Transport into RpoBD645Y is more robust due to the presence of more porins and transporters involved in glucose uptake

## Conclusion

A novel point mutation (D654Y) within RpoB was identified in this work, which improved the osmotolerance of *E. coli*. This mutation affected the transcriptional activity of RpoB, leading to upregulation of several osmotic response genes which involved in the biosynthesis or transportation of compatible solutes under non-osmotic stressed conditions, probably contributes to compatible solute accumulation. This mutation also enhanced glucose uptake under high sugar osmolality via derepression of the *mal* regulon. Thus, this mutation can be used to improve cell growth under osmotic stress and increase the production of succinate and other organic acids.

## Additional files

Additional file 1: Table S1. Primer list. (DOCX 18 kb)
Additional file 2: Table S2. RNA-seq read profiles mapped to the genome of *E.coli* ATCC#8739. (*XLSX 532 kb*)
Additional file 3: Table S3. Differential expression analysis and functional groups of genes with altered expression. (XLSX 953 kb)

## Abbreviations

ATP: Adenosine triphosphate
EMP: Embden-Meyerhof-Parnas (EMP) glycolytic pathway
G6P: Glucose-6-phosphate
PEP: Phosphoenolpyruvate
PTS: Phosphoenolpyruvate, carbohydrate phosphotransferase system
RNAp: DNA-dependent RNA polymerase
RPKM: Reads Per Kilobase per Million
rTCA: Reductive tricarboxylic acid cycle
SA: Succinic acid

# Supplementary material for: A novel point mutation in RpoB improves osmotolerance and succinic acid production in Escherichia coli
**Source:** BMC Biotechnol. 2017 Feb 13;17:10. doi: 10.1186/s12896-017-0337-6
**Supplement:** Additional file 1: Table S1. — Primer list.

**Supplementary information**

**Table S1 Primers used in this study**

| Primer name | Sequence |
| --- | --- |
| Importation of mutated *agaR* into Suc-T110 | |
| agaR-QC-cat-up | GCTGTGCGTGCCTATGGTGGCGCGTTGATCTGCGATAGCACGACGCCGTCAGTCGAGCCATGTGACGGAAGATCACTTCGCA |
| agaR-QC-sacB-down | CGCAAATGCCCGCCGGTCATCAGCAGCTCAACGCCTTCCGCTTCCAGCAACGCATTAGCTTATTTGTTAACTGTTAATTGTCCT |
| agaR-up | ATGAGTAATACCGACGCTTCAG |
| agaR-down | CCGCAACTTCGCACATCC |
| Importation of mutated *rpoB* into Suc-T110 | |
| rpoB-QC-cat-up | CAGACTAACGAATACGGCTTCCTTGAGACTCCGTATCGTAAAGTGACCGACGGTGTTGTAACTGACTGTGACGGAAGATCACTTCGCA |
| rpoB-QC-sacB-down | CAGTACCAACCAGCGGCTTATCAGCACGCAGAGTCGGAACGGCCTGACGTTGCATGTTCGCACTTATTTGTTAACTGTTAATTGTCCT |
| rpoB-up | CCCTGATGCCTCAGGATATG |
| rpoB-down | AGATGTCGATACCTGCTTCAC |
| Deletion of *malEFG* opreon | |
| malE-QC-cat-up | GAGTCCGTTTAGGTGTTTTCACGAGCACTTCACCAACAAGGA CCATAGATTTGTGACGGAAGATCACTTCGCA |
| malE-QC-sacB-down | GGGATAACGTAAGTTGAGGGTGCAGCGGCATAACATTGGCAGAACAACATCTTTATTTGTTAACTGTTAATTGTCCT |
| malEFG-QC-1 | TCATCGACAGCAACATTCATGATG |
| malEFG-QC-2 | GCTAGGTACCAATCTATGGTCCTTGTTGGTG |
| malEFG-QC-3 | GCTAGGTACCAGATGTTGTTCTGCCAATG |
| malEFG-QC-4 | CTAAGGTAATCGAAAATATATAAC |
| Over-expression of *lamB* | |
| malK-up-cat | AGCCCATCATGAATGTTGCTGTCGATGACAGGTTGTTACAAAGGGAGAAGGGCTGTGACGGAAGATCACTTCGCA |
| malK-down-sacB | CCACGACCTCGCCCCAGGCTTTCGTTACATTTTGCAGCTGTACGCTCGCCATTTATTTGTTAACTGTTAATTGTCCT |
| malK-pck*-F | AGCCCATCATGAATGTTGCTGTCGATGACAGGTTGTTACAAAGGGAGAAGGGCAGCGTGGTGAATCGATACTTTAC |
| malK-pck*-R | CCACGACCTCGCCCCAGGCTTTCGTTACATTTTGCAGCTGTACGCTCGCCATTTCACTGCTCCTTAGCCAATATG |
| Double deletion of *malEFG and malK-lamB-malM* opreons | |
| malM-cat-up | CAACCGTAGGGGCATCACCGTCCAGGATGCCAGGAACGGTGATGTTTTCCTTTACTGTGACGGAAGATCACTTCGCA |
| malG-sacB-down | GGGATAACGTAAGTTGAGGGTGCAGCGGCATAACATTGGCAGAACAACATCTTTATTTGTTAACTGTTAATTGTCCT |
| malM-QC-1 | TGTAACGCCAGCTCCGGCCCGCTTAAC |
| malM-QC-2 | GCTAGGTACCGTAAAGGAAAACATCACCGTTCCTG |
| malEFG-QC-3 | GCTAGGTACCAGATGTTGTTCTGCCAATG |
| malEFG-QC-4 | CTAAGGTAATCGAAAATATATAAC |

How the deposited data were processed for this re-analysis (not part of the article)

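The RNA-seq data comprise 4 libraries, 1 for each combination of 2 strains (Suc-T110 and RpoBD645Y) and 2 glucose levels (5% and 12% w/v), without replicates. The authors filtered the reads with NGS QC Toolkit, aligned them with Bowtie 2 to the genome of the parental E. coli and deposited the number of reads HTSeq-count assigned to each gene, as raw counts. The authors also deposited RPKM, the counts divided by gene length and by the total count on genes. RPKM recomputed from the counts differed from the deposited values by rounding only. Total counts lay between 4054150 and 4619411, and 4200 genes were listed.

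Samples were grouped by the sample labels and the paper. The strains were compared at each glucose level, and the glucose levels within each strain. NOISeq-sim was re-implemented in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, with 5 simulated samples per library of 20% of the counts, varied by 2%, zeros replaced by 0.5, and seed 1. These settings were chosen before the processed files arrived, after they had been tried on the part of Tables S2 and S3 at hand and had given probabilities close to the printed ones. A gene was called at a probability of at least 0.9 and an absolute log2 ratio of at least 1. The 95% Clopper-Pearson intervals of RPKM and of log2 ratios hold sampling noise only.

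In R 4.3.3, edgeR 4.0.16 was used for exact tests with assumed coefficients of variation of 0.1, 0.2 and 0.4, for an interaction test with 0.2 on genes with at least 10 counts in every library, and for an additive quasi-likelihood fit with 1 residual degree of freedom. DESeq2 1.42.0 gave size factors and an alternative Wald test. P-values were adjusted by Benjamini-Hochberg. Other normalizations, count filters, simulation sizes and cut-offs were tried as alternatives.

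The scripts were tested on simulated data, 1 run each. NOISeq-sim recovered 100% of 200 genes changed 4-fold and called 0 unchanged genes, but the changed genes were taken among those with many counts and the simulation held no variation between cultures, so this says little about its error rate in real cultures. With a simulated coefficient of variation of 0.2, the interaction test recovered 100% of 100 genes with a 32-fold effect and the exact test 100% of 100 genes changed 8-fold, each with 6 unchanged genes called. These effect sizes are larger than most in the files, and the tests were given the true spread. The additive fit recovered 0% of genes changed 8-fold when other genes had a strain effect that depended on glucose, where the DESeq2 Wald test recovered 100% with 3 unchanged genes called. In a further simulation without such genes, added after that result, it recovered 100% with 1 unchanged gene called.

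The genes named in the text were chosen by a rule written before the files arrived. It covers every gene the paper's results name, the 11 amino acid genes of Table S3, fixed sets of osmoprotection, maltose and engineered genes, and the 5 largest changes per direction in each strain comparison. Porins, copper and acid resistance genes and a few others were added after seeing the data. Gene symbols were taken from the paper or, for a few genes, from a product description that fits only 1 locus. No reference genome was at hand, so no coordinates are given, and ompC, ompF, manX and ptsI could not be paired with a locus. The whole FunCat lists were not in the files analysed here.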

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

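The strain effect differed between the glucose levels for 68 of 3963 genes in edgeR's interaction test with an assumed coefficient of variation of 0.2. The log2 change of the strain effect was positive for 26 genes and negative for 42. The number depends on the assumed spread, with 443 genes at 0.1 and 1 at 0.4, and each strain and glucose level has 1 culture. The lowest adjusted p-value was that of EcolC_0169, annotated as a pyruvate-inducible inner membrane protein transporter, which the paper does not discuss. Its log2 ratio of RpoBD645Y to Suc-T110 was -6.69 in 12% glucose, from 99 and 9589 counts, and -0.29 in 5% glucose. Its change therefore lies in the Suc-T110 library in 12% glucose alone, and no explanation of it was tested.

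The paper gives no count of genes responding to 12% glucose. NOISeq-sim called 301 genes in Suc-T110 and 84 in RpoBD645Y, a ratio of 3.58. With the libraries thinned to the smallest total the ratio was 3.65, with totals without the 10 genes with most counts 3.80, and with TMM factors 3.40, so depth, dominant genes and a constant shift did not account for it. Whether 1 of the 4 cultures was atypical could not be tested, so the smaller response of RpoBD645Y is a hypothesis. Gene length had little relation to the strain ratios across genes, with a larger Spearman correlation of 0.030, and genes are not independent replicates.

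Copper genes, which the paper does not discuss, were lower in RpoBD645Y. The set of 17 genes whose product names copper or the Cus system was written after the strain ratios had been seen. Its median log2 ratio was -0.988 in 5% glucose, with 8 genes called downregulated, and -3.40 in 12% glucose, with 10. The median in 12% glucose was -3.33 with totals without the 10 genes with most counts and -3.41 with thinned libraries. No strain had a replicate culture at either glucose level, so variation between cultures could not be tested. Additive fits of strain and glucose take a strain effect that depends on glucose as spread, and they gave different answers. The lowest adjusted p-value of a copper gene was 0.167 in the additive edgeR quasi-likelihood fit and 2.1e-12, for EcolC_3074, in the additive DESeq2 Wald test. EcolC_3410 and EcolC_3428, the copper genes with the largest decreases in 12% glucose, had 0.096 and 0.076 in the DESeq2 Wald test. On simulated counts with a strain effect that depended on glucose in other genes, the first recovered 0% and the second 100% of the changed genes. The changed genes themselves had no such effect there. Among the copper genes the log2 change of the strain effect ran from -3.96 (EcolC_3410) to 0.41 (EcolC_1758), so the simulation does not decide between the answers. The edgeR exact test with an assumed coefficient of variation of 0.4 kept the calls of all 10 copper genes in 12% glucose and of 0 of the 8 in 5% glucose. The prediction for the quasi-likelihood fit was written after the result was seen, and the other 2 tests had no prediction. Of the 17 genes, 13 were lower and 4 higher in RpoBD645Y in 5% glucose, and 15 lower and 2 higher in 12% glucose. The 2 comparisons share no library, so this argues against a departure of 1 culture alone. A lower copper response in RpoBD645Y may be a strain effect. It cannot be told apart from a difference shared by both cultures of a strain, in the copper of the medium for example.

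Acid resistance genes were higher in RpoBD645Y in 12% glucose. The 7 genes, a set also written after the ratios had been seen, had a median log2 ratio of 2.58, and all 7 were called, against a median of 0.31 and 0 called in 5% glucose. The median was 2.65 with totals without the 10 genes with most counts and 2.58 with thinned libraries. The edgeR exact test kept all 7 calls with an assumed coefficient of variation of 0.2 and 0 with 0.4. Differences in the pH or growth phase of single cultures were not tested, so no biological explanation is preferred.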

How the results depend on the processing

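The alternatives named here were written down before the processed files arrived, except the 20 other seeds of the simulation, which were chosen after seeing the data. The enrichment of sugar transporter genes in 12% glucose stayed on the same side of its threshold under every alternative. A probability cut-off of 0.95 gave 56 downregulated genes between the strains in 5% glucose, 65 upregulated and 66 downregulated in 12% glucose, 64 and 109 between the glucose levels in Suc-T110, and 37 and 17 in RpoBD645Y. Under this cut-off the enrichment of amino acid metabolism had p = 0.0405 in the exact hypergeometric test.

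The edgeR exact test replaces the simulated noise by an assumed spread between cultures, which 1 library per condition cannot estimate by itself. The additive fit of strain and glucose, with 1 residual degree of freedom, gave a common coefficient of variation of 0.231 over 4081 genes. This value is nearer to the assumed 0.2 than to 0.4. It takes any strain effect that depends on glucose as spread, so it is a rough guide only. With an assumed coefficient of variation of 0.1 the edgeR exact test called 69 upregulated genes between the strains in 5% glucose. It called 228 upregulated by 12% glucose in Suc-T110, and 89 and 66 up- and downregulated in RpoBD645Y. The enrichment of amino acid metabolism then had p = 0.00937 in the exact hypergeometric test. The added calls could only count as outside the category, so this p cannot show a weaker enrichment. With 0.2 the edgeR exact test called 23 and 32 in 5% glucose and 84 upregulated in 12% glucose. It called 113 downregulated by 12% glucose in Suc-T110, and 34 and 11 in RpoBD645Y. With 0.4 it called 0 and 0 in 5% glucose, 5 and 21 in 12% glucose, 4 and 0 in Suc-T110 and 0 and 0 in RpoBD645Y. The enrichment of amino acid metabolism then had no value, with 0 upregulated genes.

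TMM factors gave 179 genes upregulated by 12% glucose in Suc-T110, and DESeq2 size factors gave 188 upregulated and 126 downregulated. Both factors shift all ratios of this comparison upward, so genes near the cut-off change sides. Simulated samples of 100% of the library gave 45 downregulated genes in RpoBD645Y. The interaction test found 443 genes with an assumed coefficient of variation of 0.1 and 1 gene with 0.4.

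The additive edgeR quasi-likelihood fit found 0 genes for the average strain effect and 0 for the average glucose effect, while the DESeq2 Wald test found 12 higher and 38 lower in RpoBD645Y and 30 higher and 8 lower in 12% glucose. The 0 genes cannot be read as an absence of effects. On simulated counts in which 100 genes changed 8-fold with strain, this fit recovered 100% of them, but 0% when another 100 genes had a strain effect that depended on glucose, which its 1 residual degree of freedom takes as spread. The first of these simulations was added after the second had been seen.

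Among the log2 ratios of named genes, 2392 rows were unchanged, 135 lost and 29 gained a call, 146 left their interval and 70 changed sign. A first version of the rule had counted a change of sign only for called genes and gave none; the rule was then set to count every one. The 70 rows belong to 19 ratios, none called, with a size of at most 0.134 under library totals. EcolC_0424 between the strains in 5% glucose went from -0.047 to 0.0090 with DESeq2 size factors and 0.028 with totals without the 10 genes with most counts. EcolC_1738 between the strains in 5% glucose went from -0.025 to 0.015 with TMM factors, 0.031 with DESeq2 size factors, 0.049 with totals without the 10 genes with most counts and 0.015 in the exact tests. EcolC_2975 between the strains in 5% glucose went from -0.039 to 0.0015 with TMM factors, 0.017 with DESeq2 size factors, 0.035 with totals without the 10 genes with most counts and 0.0015 in the exact tests. EcolC_3995 between the strains in 5% glucose went from -0.0098 to 0.031 with TMM factors, 0.046 with DESeq2 size factors, 0.065 with totals without the 10 genes with most counts and 0.031 in the exact tests. EcolC_3997 between the strains in 5% glucose went from -0.0052 to 0.035 with TMM factors, 0.051 with DESeq2 size factors, 0.069 with totals without the 10 genes with most counts and 0.035 in the exact tests. EcolC_0424 between the strains in 12% glucose went from -0.044 to 0.026 with totals without the 10 genes with most counts. EcolC_1435 between the strains in 12% glucose went from 0.055 to -0.012 with TMM factors, -0.015 with DESeq2 size factors and -0.020 in the exact tests. EcolC_4038 between the strains in 12% glucose went from 0.070 to -0.0049 in the exact tests. EcolC_4247 between the strains in 12% glucose went from 0.057 to -0.010 with TMM factors, -0.013 with DESeq2 size factors and -0.017 in the exact tests. EcolC_0322 between the glucose levels in Suc-T110 went from 0.022 to -0.018 with totals without the 10 genes with most counts. EcolC_0424 between the glucose levels in Suc-T110 went from 0.0087 to -0.031 with totals without the 10 genes with most counts. EcolC_1399 between the glucose levels in Suc-T110 went from -0.134 to 0.089 with TMM factors, 0.124 with DESeq2 size factors and 0.087 in the exact tests. EcolC_2581 between the glucose levels in Suc-T110 went from -0.035 to 0.188 with TMM factors, 0.223 with DESeq2 size factors and 0.186 in the exact tests. EcolC_0424 between the glucose levels in RpoBD645Y went from 0.012 to -0.032 with totals without the 10 genes with most counts. EcolC_1028 between the glucose levels in RpoBD645Y went from -0.032 to 0.083 with TMM factors, 0.100 with DESeq2 size factors and 0.083 in the exact tests. EcolC_1813 between the glucose levels in RpoBD645Y went from -0.061 to 0.054 with TMM factors, 0.070 with DESeq2 size factors and 0.054 in the exact tests. EcolC_1814 between the glucose levels in RpoBD645Y went from -0.123 to 0.0088 with DESeq2 size factors. EcolC_3246 between the glucose levels in RpoBD645Y went from -0.043 to 0.072 with TMM factors, 0.089 with DESeq2 size factors and 0.072 in the exact tests. EcolC_3338 between the glucose levels in RpoBD645Y went from 0.034 to -0.0097 with totals without the 10 genes with most counts. The replicate block was not run because each condition has 1 library. For the same reason no replicate could be left out and no other split of the libraries tested, and the 95% intervals limit only the sampling noise.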

Differences from the paper's values

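All values compared with the paper's text and supplementary tables lay within the limits set for a difference, a factor of 1.5 for numbers of genes. These limits are wide. The proU genes rose 2.61-fold to 4.42-fold in 5% glucose, against 3- to 4-fold in the paper, and neither value counted as a difference. The enrichment p of amino acid metabolism uses the paper's own category size and gene list, so its match is not an independent check. The largest log2 ratio among the genes upregulated in 5% glucose was 4.02 (EcolC_4235), against about 2.5 for the highest visible upregulated symbol in Fig. 2a, read by eye. The key of that panel covers part of the area above this symbol, so points there could not be seen. None of the alternatives set before the files arrived gave a value nearer to the figure's.

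The paper describes the sugar transporter genes as repressed in Suc-T110 and stable in RpoBD645Y under osmotic stress. For the galactitol PTS genes EcolC_1645, EcolC_1646 and EcolC_1647 and for EcolC_3907, the log2 ratios between 12% and 5% glucose were 0.12, 0.21, 0.41 and 0.08 in Suc-T110 and 1.79, 1.78, 1.76 and 1.80 in RpoBD645Y. The paper describes genes of glutamate synthesis as similarly transcribed in the strains in 12% glucose, without naming loci. Of the 6 glutamate and aspartate loci it names for 5% glucose, EcolC_3653 and EcolC_4075 had log2 ratios of -1.20 and -1.02 in 12% glucose and were called downregulated. Neither passed the edgeR exact test with an assumed coefficient of variation of 0.2. EcolC_4075 also lost its call with totals without the 10 genes with most counts. No product was at hand for EcolC_3653 and EcolC_4075, so whether the paper's statement on glutamate synthesis covers them is not known. The glutamate synthesis genes gdhA, gltB, gltD and glnA had log2 ratios between -0.82 and -0.37, and none was called. The paper describes galP expression in Suc-T110 as staying relatively high under osmotic stress, which its RPKM of 3787 in 12% glucose does not contradict. The log2 ratio of galP between the glucose levels was -0.89, a decrease smaller than the cut-off.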

Other observations

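The paper's proposal of a pre-defense was examined over all genes that 12% glucose induced in Suc-T110. Their median log2 ratio between the strains in 5% glucose was 0.217, and 0.195 when the Suc-T110 library was split at random, one part to pick the genes and the other to compare the strains. Counting noise in the shared library therefore did not account for it. An atypical Suc-T110 culture in 5% glucose could give the same pattern and cannot be told apart from it. Genes induced in RpoBD645Y, picked without that library, had a median of 0.192. Of the 103 genes, 15 were upregulated and 18 downregulated in RpoBD645Y in 5% glucose, so the induced genes did not move in a single direction.

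Genes that 12% glucose repressed in Suc-T110 were higher in RpoBD645Y in 12% glucose in 178 of 198 cases, with a median log2 ratio of 0.755. With picking and comparison on separate parts of the library the median was 0.738. The pattern was not restricted to sugar transport, and a departure of the single Suc-T110 culture in 12% glucose was not tested.

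Across 3963 genes with at least 10 counts in every library, the responses of the strains to 12% glucose had a Pearson correlation of 0.32 and a Spearman correlation of 0.38, with standard deviations of 0.70 in Suc-T110 and 0.50 in RpoBD645Y. Genes are not independent replicates. NOISeq-sim called 11 genes up and 8 down in both strains, and 9 in opposite directions.

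The genes of the ilvGMEDA region had the largest increases in RpoBD645Y in 5% glucose. The log2 ratio was 4.02 for EcolC_4235, 3.95 for EcolC_4233 and 3.49 for EcolC_4234, and in 12% glucose -0.50, -1.52 and -1.33. Beyond the transporters, alpha-amylase EcolC_0143 and glycogen phosphorylase EcolC_0296 were 7.80-fold and 5.90-fold higher in RpoBD645Y in 12% glucose. In Suc-T110 their RPKM fell from 529.8 to 57.4 and from 383.4 to 82.5 between 5% and 12% glucose. EcolC_0296 carries the number next to malQ (EcolC_0297). Whether either locus is one of the unmatched genes of the maltose regulon, such as malP or malS, was not settled. Reads were counted on EcolC_2693, formate acetyltransferase 1, in every library, from 6044 to 23566, although the strain table lists a deletion of pflB. The lactate dehydrogenase EcolC_2275 had between 1 and 11 counts. The paper also lists a deletion of ptsI, encoding PTS enzyme I. Loci annotated as phosphoenolpyruvate-protein phosphotransferase had counts in every library, 9749 to 14284 on EcolC_1262 and 1141 to 1305 on EcolC_0886. Which of them, if either, is ptsI was not settled.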
